A study of Mus musculus with 4 samples.

How the data were processed

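RNA sequencing of 4 libraries was analysed, from bone marrow-derived macrophages of mice titled WT (Fbxw7 floxed) and KO (Fbxw7 floxed with LysM-cre), each untreated and after 3 h of LPS. Per the labels' protocols, marrow came from femur and tibia, cells grew for 6 days with 20% L929-conditioned medium and 10% serum, and libraries were made from 3 µg of RNA with poly-T selection and sequenced as paired reads of 125 or 150 bp on an Illumina HiSeq. The LPS dose is not given in the sources used here.

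Reads were aligned by the authors to the mm10 mouse genome with HISAT2 2.0.5, per the submitters' processing notes. The deposited table gave a read count per gene for each library, per the file headers. It also gave the authors' FPKM, per the file headers, whose library sizes were 1.28, 1.20, 0.817 and 0.818 times the count totals of the libraries titled WT, KO, WT with LPS and KO with LPS. These sizes were proportional to the DESeq2 size factors computed here, although the sources do not name the scaling. The authors' deposited table further held a log2 fold, a p-value and an adjusted p-value for each of 4 comparisons, per the file headers. The counting program, its strand setting and the authors' statistical test are not given in the sources used here, so genes that overlap others or have close copies are uncertain. The other 8 columns of per-sample values were not used here. The table held 54532 genes, 22046 of them protein coding. GENCODE M21 (GRCm38) held 54409 of the gene identifiers, 53499 of them (98.3%) at the same position, and 105 symbols were carried by more than 1 identifier, so genes were joined by identifier.

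Groups followed the sample titles, and no library was regrouped from its values. The comparisons were LPS against untreated within each title, KO against WT within each treatment, the difference of the LPS response between titles, and the effects of LPS and of genotype common to all 4 libraries. Counts were scaled by edgeR's TMM method, with factors of 1.25, 1.16, 0.820 and 0.840 in the order above. In that order, 21102, 21953, 19498 and 19258 genes had at least 1 count, the 10 most abundant genes took 11.2, 11.8, 10.5 and 10.7% of counts, and mitochondrial genes took 1.51, 1.31, 1.23 and 1.52%. A level of 3 counts, the 95% upper bound for a gene with 0 counts, was 0.136, 0.108, 0.175 and 0.184 CPM.

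With 1 library per group, comparisons of 2 libraries used a size rule on log2 CPM ratios with a prior count of 2. A gene with a mean of at least 1 CPM over the 4 libraries was called at 2-fold or more when its exact 95% binomial interval of the counts excluded no change. Printed folds are ratios of normalized counts without the prior. A fold against 0 counts is given as at least the value at the floor of 3 counts, and folds against 1 to 3 counts rest on few reads. The difference of responses used a 95% Poisson interval by the delta method. Effects common to all libraries used an additive model of genotype and treatment in edgeR 4.0.16 (quasi-likelihood F test, filterByExpr, Benjamini-Hochberg adjusted p under 0.05), which leaves 1 residual degree of freedom, so its spread holds any departure from additivity. Gene lists were tested in that model with camera in limma 3.58.1, at its preset correlation and at an estimated one. The ± printed with an edgeR effect is the standard error implied by its F statistic, not a counting error. DESeq2 1.42.0 and limma-voom refitted the same model. R 4.3.3, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.

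For each of 33 gene lists, the median log2 ratio of measured members was placed among 10000 random lists matched on expression in 20 bins, as a percentile, when at least 3 members were measured; it describes these libraries. The lists were inflammatory cytokines and mediators, CC chemokines, CXC chemokines, interferon and interferon-stimulated genes, NF-kB components and feedback inhibitors, immediate early and AP-1 genes, TLR4 signalling components, antimicrobial and metabolic LPS-response genes, inflammasome genes, alternative activation genes, macrophage identity genes, chemokine receptors, antigen presentation genes, transcripts of reported FBXW7 substrates, SCF ubiquitin ligase components, Polycomb and H3K27 demethylase genes, sterol and fatty acid synthesis genes, LXR target genes, glycolysis and hypoxia-response genes, Notch pathway genes, cell cycle genes, ribosome biogenesis and MYC target genes, NRF2 target genes, lysosome genes, sex-linked genes and housekeeping genes, and markers of neutrophils, T cells, B cells, fibroblasts, dendritic cells, erythroid cells and mast cells. Named genes were the 12 highest and 12 lowest protein-coding genes past the size rule with a mean of at least 5 CPM, without provisional symbols. In the additive model they were the 10 of smallest p in each direction. Fbxw7, Lyz2, Ccl2 and Ccl7 were always named, with up to 4 list members of largest ratio and members called against their list's majority. Some genes that this rule selects are not reported.

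On simulated counts in which 200 genes were changed, at a biological coefficient of variation of 0.1, the additive model recovered 91.0% of 2-fold and 100% of 4-fold genotype effects with 13 false calls among 13673 genes, and 91.4% and 100% of LPS effects. At 0.2 it recovered 35.4% and 94.2% of genotype effects and 33.7% and 97.9% of LPS effects. The size rule was tested on simulated data at 0.1 only, where it recovered 44% of 2-fold and 97% of 4-fold differences in untreated libraries (13 false calls among 12330 genes) and 49% and 96% after LPS (44 false calls). Where no gene was changed, it made 33 and 34 false calls for LPS in WT and KO and 147 for the difference of responses. The value fitted to the data was 0.305, so these counts of false calls do not hold for the spread seen here. The simulations also did not model opposite genotype differences between treatments, so their recoveries do not carry over to the common genotype effect. Alternatives covered scaling, filters, prior count, thresholds, FPKM with a pseudocount of 1 and other tools. The gene lists and comparisons were written before any value was seen. An informal look at the data, including the genes near Lyz2, then came before the recorded analysis, and no value from it is used.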

Results

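Gene expression was measured by sequencing of polyadenylated RNA from bone marrow-derived macrophages, which are macrophages grown here for 6 days from the bone marrow of C57BL/6 mice aged 6 to 8 weeks, in medium conditioned by L929 fibroblasts, a source of macrophage colony-stimulating factor. The mice carried Fbxw7 alleles flanked by loxP sites, either alone (titled WT) or with LysM-cre (titled KO), a Cre recombinase gene inserted into the lysozyme gene Lyz2 and active in myeloid cells. Fbxw7 encodes the substrate-binding subunit of an SCF ubiquitin ligase that marks proteins for degradation. Cells were left untreated or given lipopolysaccharide (LPS), the bacterial outer-membrane ligand of TLR4, for 3 h. The 4 groups held 1 library each. Total counts were 17610372 in the untreated library titled WT, 23835940 in the untreated library titled KO, 20947275 in the LPS library titled WT and 19464937 in the LPS library titled KO. The genotype tags disagreed with the titles: they placed the floxed genotype on both untreated libraries and the cre genotype on both LPS libraries. Groups followed the titles, which match the stated design. A difference between 2 libraries has no replicate check, so those comparisons carry no p-value; a gene was called higher or lower at 2-fold or more when its 95% counting interval excluded no change. Folds below are followed by that interval, which covers counting error only.

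The targeted gene was examined first in every library. Fbxw7 (ENSMUSG00000028086, chromosome 3, 84815268 to 84979198, plus strand) had 395 counts in the untreated library titled WT and 477 in the untreated library titled KO, or 17.9 and 17.2 normalized counts (CPM). Its level in the KO-titled library was 0.963 times that in the WT-titled library (0.841 to 1.10). After LPS it had 170 counts (9.90 CPM) in the library titled WT and 191 counts (11.7 CPM) in the library titled KO, a ratio of 1.18 (0.955 to 1.46). Fbxw7 was therefore not detectably lower in either KO-titled library, but gene-level counts cannot show the loss of a deleted exon, so this check could not separate the genotypes. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, minus strand), the gene that carries the cre insertion, was 1.75-fold (1.74 to 1.76) lower in the untreated library titled KO and 1.84-fold (1.83 to 1.85) higher in the LPS library titled KO. Its neighbour Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868, minus strand), singled out after its values were seen, had 63, 910, 569 and 43 counts in the libraries titled WT, KO, WT with LPS and KO with LPS. Lyz1 was 11.5-fold (8.92 to 15.1) higher in the untreated library titled KO and 12.6-fold (9.23 to 17.6) lower in the LPS library titled KO. The lysozyme genes thus paired the untreated library titled KO with the LPS library titled WT, against the titles. Every genotype direction below is a direction between titled libraries, and every LPS response within a genotype is a response within a title, on which the same doubt bears.

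**Figure D1:**
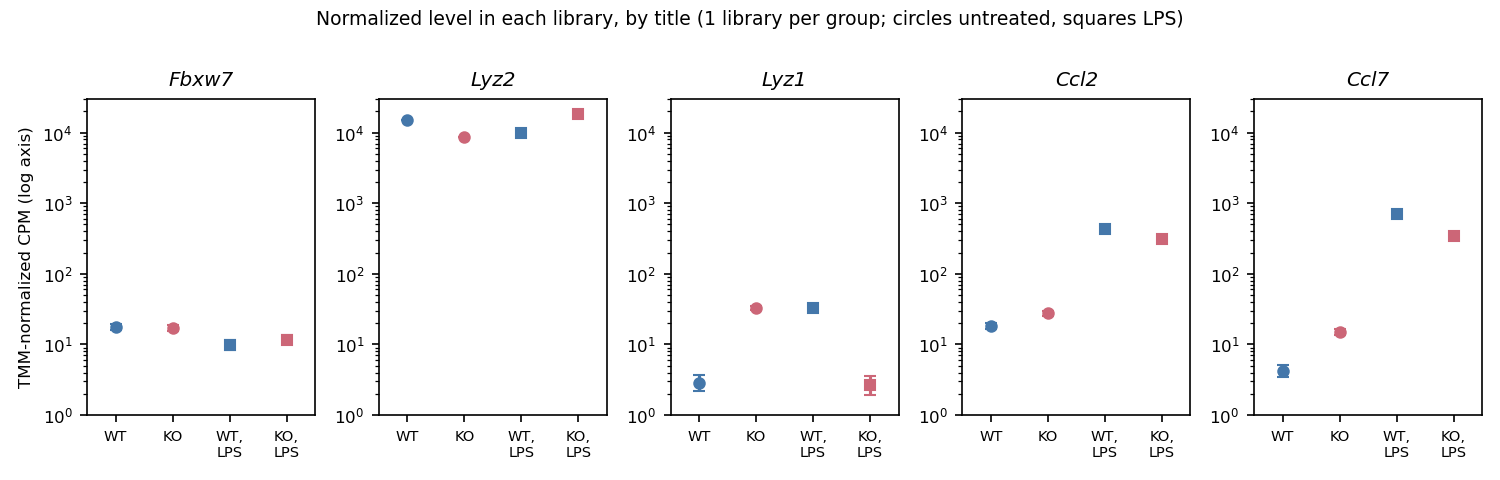
Normalized level (TMM-normalized CPM, log axis) of Fbxw7, Lyz2, Lyz1, Ccl2 and Ccl7 in each of the 4 libraries, by title, with circles for untreated and squares for LPS. Bars are 95% counting intervals and are hidden by the symbol where narrow. Lyz1 was near 33 CPM in the libraries titled KO and WT with LPS (32.9 and 33.1) and near 3 CPM in the others (2.86 and 2.63), while Fbxw7 was 17.9 and 17.2 CPM untreated and 9.90 and 11.7 CPM after LPS.

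The response to LPS shared by both titled genotypes was asked of all 4 libraries together, and cytokine genes were among those of smallest p. Il6 (interleukin 6) rose by 10.00 ± 0.33 log2 units, where ± is the SE implied by the F test. Il1a (interleukin 1α) rose by 6.96 ± 0.27 and Il27, a cytokine of the interleukin 12 family, by 7.98 ± 0.33. Also rising were Ch25h (cholesterol 25-hydroxylase, 6.77 ± 0.30), the monocyte chemoattractant Ccl12 (6.05 ± 0.27) and Slc7a2, an arginine transporter (5.32 ± 0.24). The feedback inhibitors Socs3 and Dusp2 rose by 7.12 ± 0.35 and 6.27 ± 0.30, and the small Maf protein gene Maff by 5.01 ± 0.24. Among falling genes, Cebpa, which encodes the myeloid transcription factor C/EBPα, changed by −4.59 ± 0.24, Cnr2 (cannabinoid receptor 2) by −5.71 ± 0.32 and the fucosyltransferase gene Fut7 by −5.41 ± 0.37. Tfeb, a transcription factor of lysosome biogenesis, changed by −4.46 ± 0.33, Foxo3 by −3.67 ± 0.26, the lysophosphatidic acid receptor gene Lpar6 by −3.65 ± 0.23 and the kinesin gene Kif21b by −3.77 ± 0.25. Engase (−4.19 ± 0.27), Zfp395 (−4.01 ± 0.28) and Susd3 (−2.99 ± 0.23) completed the 10 falling genes of smallest p. In edgeR's quasi-likelihood test of the additive genotype and treatment model, 2027 of 13989 genes passed an adjusted p of 0.05 (Benjamini-Hochberg), with 1308 rising and 719 falling. The genes just named all had adjusted p between 0.00438 and 0.00601 and moved the same way in both titled genotypes. Their SE is not a counting error and may be too small where counts are few. Il6 had 3 untreated counts in the library titled WT and 4 in that titled KO.

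Of the gene lists fixed before the data were examined, 25 of 27 interferon and interferon-stimulated genes rose (26 adjusted over the list alone), including Ifnb1, the interferon β gene (8.60 ± 0.47 log2 units), Gbp5 (8.62 ± 0.53) and Rsad2 (6.49 ± 0.60). Among inflammatory cytokines and mediators, 13 of 15 tested genes rose (14 adjusted over the list alone), among NF-κB components and feedback inhibitors 21 of 23 (23 adjusted over the list alone) and among CC chemokines 6 of 10 (7 adjusted over the list alone). Below, interferon genes, cytokines and NF-κB genes are short names of these lists. They include interferon-stimulated genes, mediators such as Ptgs2 and feedback inhibitors. Rises were also called for 8 of 15 antimicrobial and metabolic LPS-response genes (10 adjusted over the list alone), such as Acod1, which makes itaconate (6.84 ± 0.53), and for 7 of 18 immediate early and AP-1 genes (9 adjusted over the list alone). For CXC chemokines 4 of 10 rose and 1 fell, the same counts when adjusted over the list alone. These 7 lists moved upward against all other genes in limma's camera test with its preset correlation, with adjusted p from 1.06e-21 for interferon genes to 0.00923 for CXC chemokines, but for each the adjusted p = 0.799 with an estimated correlation, a test that has 1 degree of freedom here and could hardly pass whatever the correlation.

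In the remaining lists, camera called no shift at its preset correlation, and counts adjusted over the list alone follow in parentheses. Risers and fallers numbered 4 and 1 of 21 TLR4 signalling components (6 and 2), 4 and 1 of 10 inflammasome genes (4 and 1), 4 and 1 of 6 Notch pathway genes (4 and 1) and 5 and 1 of 22 transcripts of reported FBXW7 substrates (6 and 1). Falling genes outnumbered rising ones among chemokine receptors (1 rose and 2 fell of 7; 1 and 2) and Polycomb and H3K27 demethylase genes (2 rose and 3 fell of 12; 2 and 3), where Kdm6b, a demethylase, rose by 2.00 ± 0.29. Of 15 macrophage identity genes 2 fell (2), including Cx3cr1, and 0 rose. LXR target genes had 1 faller of 7 (1), and lysosome genes 1 of 13 (1), which was Tfeb. Rises alone were called for 3 of 10 antigen presentation genes (3), 3 of 20 glycolysis and hypoxia-response genes (3), 2 of 14 ribosome biogenesis and MYC target genes (2), 2 of 18 sterol and fatty acid synthesis genes (2) and 2 of 7 alternative activation genes (2). SCF ubiquitin ligase components gave 1 riser, Fbxw11, and 1 faller, Skp2, of 10 (1 and 1). NRF2 target genes gave 2 risers of 9 (3 risers and 2 fallers), and cell cycle genes 1 riser of 20 (0). No gene passed among 10 housekeeping or 5 sex-linked genes by edgeR, over all genes or over the list alone. Median and camera direction differed in sign for chemokine receptors, antigen presentation genes and glycolysis and hypoxia-response genes.

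Markers of other cell types were scarce. Lck, a T cell marker and the 1 tested member of its list, rose (1 adjusted over the list alone), as did 1 of 2 tested dendritic cell markers (1), Xcr1, by 4.02 ± 0.55. Neither of the 2 tested fibroblast markers passed over all genes, and 1 rose over the list alone. The 1 tested B cell marker, the 1 tested mast cell marker and the 3 tested neutrophil markers did not pass, and no erythroid marker was tested. The spread in this model is the departure of 4 libraries from additivity, with 1 residual degree of freedom. The count was 453 at an adjusted p of 0.01 and 3797 without the expression filter.

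In the libraries titled WT, cytokine and chemokine transcripts were far higher after LPS. Il6 was 1179-fold (403 to 5719) higher, the interferon-induced chemokine gene Cxcl10 567-fold (488 to 664) higher and Ifnb1 1166-fold (209 to 46095) higher in the LPS library. Il12b, which encodes the p40 chain of interleukin 12 and had 0 counts untreated, was at least 254-fold higher. Serpinb2 (plasminogen activator inhibitor 2) was 548-fold (320.2 to 1029.9) higher, Il33 508-fold (174 to 2469), Inhba, the activin A subunit gene, 499-fold (170.5 to 2425), and Il1b 233-fold (189 to 290.5). Further high ratios were those of Ccl5 (323-fold, 258 to 409.6), Gbp5 (284-fold, 247 to 328), the neutrophil chemoattractant gene Cxcl1 (411-fold, 159.9 to 1509) and Upp1, encoding uridine phosphorylase 1 (292-fold, 148 to 676). Untreated counts were 1 for Ifnb1 and 3 for Il6, Il33 and Inhba. After LPS, Inhba was 68.0 CPM in the library titled WT and 4.59 CPM in that titled KO. Cxcl1 was 74.5 and 9.24 CPM in the same order, so the ranks of both genes rest on the title of the LPS library. Il6 differed little between these libraries (160 and 136 CPM). Cx3cr1, the fractalkine receptor gene with 3 counts after LPS, was 86.2-fold (29.2 to 420.1) lower, Sesn1 (sestrin 1) 48.9-fold (39.7 to 60.8) and Fut7 53.4-fold (30.4 to 104). Lower levels were also found for Cnr2 (52.0-fold, 29.6 to 101), Pald1 (46.8-fold, 33.3 to 67.7), the pro-apoptotic gene Bmf (37.3-fold, 23.2 to 64.4) and Ahrr, the aryl hydrocarbon receptor repressor (36.2-fold, 17.4 to 90.7). Tfeb (28.0-fold, 18.7 to 43.9), Pgbd5 (30.1-fold, 16.2 to 63.4), Cebpa (25.8-fold, 21.04 to 31.9), Fam214a (26.3-fold, 17.9 to 40.1) and Ypel2 (23.6-fold, 13.0 to 47.8) made up the rest of the 12 lowest. The monocyte chemoattractant genes Ccl2 (chromosome 11, 82035571 to 82037453) and Ccl7 (chromosome 11, 82045712 to 82047525), both on the plus strand and named in advance, were 24.1-fold (21.8 to 26.8) and 165-fold (134 to 204) higher. Fbxw7 was 1.81-fold (1.51 to 2.18) lower.

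As groups in the libraries titled WT, 27 of 27 interferon genes were higher, with a median log2 ratio of 4.38, 15 of 16 cytokines (median 6.61, or 6.35 with the 2 genes at 0 counts set to their bound) and 22 of 23 NF-κB genes (median 2.91). CC chemokines had 8 of 9 higher (median 4.59). Of 10 CXC chemokines, 7 were higher (median 5.39), while Cxcl14 was 7.94-fold (3.19 to 25.5) and Ppbp 2.68-fold (1.90 to 3.86) lower. Antimicrobial genes had 12 of 15 higher (median 3.43) with Marco, a scavenger receptor gene, 2.28-fold (2.19 to 2.37) lower. Immediate early genes had 11 of 17 higher (median 1.62), and chemokine receptors 5 higher and 2 lower of 7 (median 2.36). Cell cycle genes went the other way, with 15 of 20 lower, 1 higher and 4 neither (median −1.79), including Plk1 at 11.3-fold (8.38 to 15.7), Cdc20 at 10.6-fold (8.10 to 14.2) and Ccna2 at 6.77-fold (5.46 to 8.47) lower. Each of these medians lay at or above percentile 99.9 of 10000 random lists matched on expression, except the cell cycle median, which lay at percentile 0, as a description of these libraries. The size of the cell cycle fall rests on the title of the LPS library. After LPS the KO against WT median of that list was 1.25. Its median LPS effect in the additive model of all 4 libraries was −0.49. Whether the chemokine receptors rose also rests on that title. After LPS the KO against WT median of the receptors was −2.37. Their median LPS effect in the additive model was 0.14, with 1 riser and 2 fallers of 7. Lysosome genes had 5 of 13 higher and Tfeb lower (median 0.91). In all, 3747 of 12326 genes were called, 1900 higher and 1847 lower. With library totals in place of TMM the median ratio of all genes shifted by −0.60 and 22.2% of calls were higher, against 50.7%.

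In the libraries titled KO, many of the same transcripts were higher after LPS. Cxcl9, an interferon-γ-induced chemokine gene with 0 counts untreated, was at least 2498-fold higher and Il33, also at 0 counts untreated, at least 887-fold higher. Cxcl10 was 853-fold (739 to 989) higher, Il6 941-fold (367 to 3458), Gbp5 523-fold (447 to 616), Il12b 1029-fold (184 to 40705) and Il27 297-fold (204 to 452). Tnn, encoding the matrix protein tenascin N, was 1097-fold (375 to 5322) higher, the serine protease inhibitor genes Serpina3g and Serpina3f 500.1-fold (195 to 1838) and 470.5-fold (160.4 to 2286), Cd69 228-fold (193 to 272) and Ifnb1 266-fold (135 to 617). Untreated counts were 1 for Il12b and 3 for Tnn and Serpina3f, and Nptx1 and Cx3cr1 had 2 counts after LPS. Nptx1 (neuronal pentraxin 1) was 195-fold (53.7 to 1611) lower, Bmf 142-fold (55.2 to 521), Cnr2 56.7-fold (30.7 to 119) and Cd300lb, a myeloid receptor gene, 48.5-fold (38.0 to 62.8). Lower levels were also found for Fut7 (35.5-fold, 19.1 to 74.3), Cx3cr1 (49.3-fold, 13.4 to 411), Ahrr (30.9-fold, 14.8 to 77.4), Plekhg3 (24.6-fold, 17.9 to 34.9) and Cebpa (23.8-fold, 18.9 to 30.5). Tgfb3, encoding transforming growth factor β3, was 24.98-fold (15.03 to 44.9) lower, Cdk20 20.7-fold (16.2 to 26.8) and Ccr2, the receptor of Ccl2, 21.7-fold (13.6 to 36.8). Ccl2 and Ccl7 were 11.3-fold (10.5 to 12.2) and 23.0-fold (20.8 to 25.5) higher, and Fbxw7 was 1.48-fold (1.25 to 1.75) lower. In FPKM with a pseudocount of 1, log2 ratios were smaller in size for Cxcl9 (6.54, from 11.46), Tnn (4.43, from 9.18) and Cx3cr1 (−1.16, from −4.81). That of Ahrr was −1.17 (from −4.67), while that of Ccl2 changed little (3.54, from 3.49).

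By group in the libraries titled KO, 24 of 27 interferon genes (median log2 ratio 4.37), 15 of 16 cytokines (median 4.82) and 22 of 23 NF-κB genes (median 2.61) were higher, as were 10 of 15 antimicrobial genes (median 2.93) and 7 of 17 immediate early genes (median 0.93). CC chemokines had 6 of 9 higher (median 3.999), with Ccl8 4.27-fold (3.96 to 4.62) lower, and CXC chemokines 5 of 10 higher (median 1.37), with Cxcl14 8.57-fold (3.17 to 32.5) lower. Chemokine receptors were mostly lower, 5 of 7 with a median of −3.04, and Ccrl2 alone was higher (47.0-fold, 41.5 to 53.4). Among cell cycle genes 3 of 20 were higher and 0 lower (median 0.48), with Mki67, a proliferation marker, at 3.13-fold (2.95 to 3.32) and Pcna at 2.59-fold (2.52 to 2.66). Lysosome genes had 3 of 13 lower and 0 higher (median −0.16), with the cathepsin genes Ctsl 4.47-fold (4.39 to 4.55) and Ctss 3.34-fold (3.29 to 3.38) lower. LXR target genes had 2 of 7 lower (median −0.88), and NRF2 target genes 4 of 9 higher with a median of 0.08 that became −0.39 under library totals. In all, 3992 genes were called, 1798 higher and 2194 lower. Under library totals the median of all genes shifted by −0.46 and 22.6% of calls were higher, against 45.0%. The balance turned to more higher than lower calls with DESeq2 size factors (50.2% higher), at a mean of 10 CPM (57.4%), at 4-fold (56.1%) and in FPKM (64.4%).

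The LPS responses of the titled genotypes, which share no library, were compared gene by gene. Of 2535 genes called in both, 1283 were higher in both and 1097 lower in both, against 277 and 329 for independent lists of those sizes. The other 155 were called in opposite directions, against 338 and 269 for independent lists in either order. Across 12326 genes the log2 ratios had Pearson r = 0.741 and Spearman rho = 0.667; genes are not independent replicates. Opposite signs were found for 24.5% of genes.

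**Figure D2:**
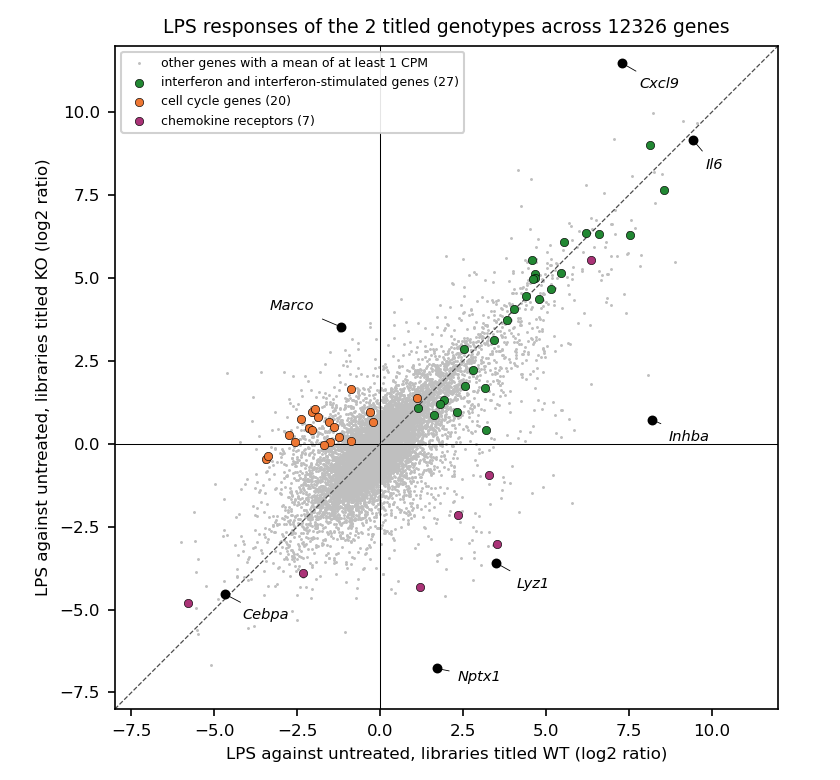
Log2 ratio of LPS against untreated in the libraries titled WT (horizontal axis) and in those titled KO (vertical axis), 1 point per gene for the 12326 genes with a mean of at least 1 CPM; the dashed line marks equal ratios. Interferon genes lie along the line (medians 4.38 and 4.37; median difference −0.28), cell cycle genes lie mostly to the left of the vertical axis (medians −1.79 and 0.48; under library totals −2.39 and 0.02), and Lyz1, Nptx1 and Inhba lie far below the line.

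Untreated macrophages were compared between titles to ask what differs with the titled genotype without stimulation. In the untreated library titled KO, 5 of 7 chemokine receptors were higher and 12 of 20 cell cycle genes lower than in the library titled WT. These directions follow the titles, which are in doubt because the lysozyme genes had opposite directions in the LPS pair. Nptx1 was 52.5-fold (28.4 to 110.1) higher, Dio2, a thyroid hormone deiodinase gene, 29.1-fold (16.1 to 58.8), Ms4a4c 14.8-fold (12.8 to 17.3) and Itgb7 (integrin β7) 14.6-fold (10.7 to 20.4). The receptor gene Ccr1 was 13.6-fold (9.74 to 19.7) higher, Gprc5b 13.2-fold (9.10 to 19.7), Inhba, with 3 counts in the library titled WT, 20.2-fold (6.65 to 100.1) and Hmga2, a chromatin architectural factor gene, 12.9-fold (8.89 to 19.3). H2-Q6, a nonclassical MHC class I gene, was 10.97-fold (9.48 to 12.7) higher, Pdpn (podoplanin) 10.3-fold (8.84 to 11.98) and Ctsk, the bone-resorbing cathepsin K gene, 10.2-fold (8.06 to 13.1). Hpgd, which encodes a prostaglandin-degrading dehydrogenase, was 6.70-fold (5.16 to 8.81) lower, Ptgs1, the constitutive cyclooxygenase gene, 4.44-fold (3.67 to 5.41), and Marco 4.11-fold (3.94 to 4.28). Lower levels were also found for Srp54b (5.2-fold, 3.86 to 7.11), Serpina3g (5.96-fold, 1.98 to 24.1), Cd209f (3.78-fold, 2.91 to 4.95) and Itgax, the CD11c gene (3.83-fold, 2.62 to 5.71). Hmmr (3.47-fold, 2.94 to 4.11), Abca9 (3.37-fold, 2.80 to 4.08), Asb2 (3.33-fold, 3.01 to 3.69) and F13a1, the coagulation factor XIII A chain gene (3.34-fold, 2.75 to 4.08), were lower too. Cxcl9 had 0 counts in the library titled KO and 6 in the library titled WT, and its call ended with a prior count of 10 (log2 ratio −0.65). Ccl2 was 1.53-fold (1.35 to 1.73) and Ccl7 3.54-fold (2.82 to 4.48) higher in the library titled KO. H2-Q6, Srp54b and Serpina3g have near-identical copies, so their counts are uncertain. In FPKM with a pseudocount of 1, the log2 ratios of Inhba (0.47), Serpina3g (−0.39), Cxcl9 (−0.12), Itgax (−0.69) and Abca9 (−0.99) were under 2-fold.

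By group, 5 of 7 chemokine receptors were higher in the untreated library titled KO (median log2 ratio 1.85, percentile 100), with Ccr2 at 4.83-fold (3.94 to 5.97), and Cx3cr1 was 2.49-fold (2.06 to 3.02) lower. Cell cycle genes had 12 of 20 lower and 0 higher (median −1.17, percentile 0), including Mki67 at 3.08-fold (2.91 to 3.26) and Birc5 at 2.92-fold (2.55 to 3.35) lower. NRF2 target genes had a median of −0.80 (percentile 0), although Nqo1 alone of 9 passed 2-fold (2.15-fold lower, 1.76 to 2.63). Lysosome genes had 2 of 13 higher (median 0.53), Ctss at 4.03-fold (3.98 to 4.08) and Ctsl at 3.75-fold (3.70 to 3.81). CC chemokines had 3 of 9 higher (median 0.69), with Ccl8 at 6.14-fold (5.68 to 6.65), and immediate early genes 4 of 17 (median 0.49), with Fosb at 3.62-fold (2.27 to 6.04). CXC chemokines had 3 higher and 1 lower of 10 (median −0.14), with Cxcl1 at 11.8-fold (4.36 to 44.6) and Cxcl3 at 8.37-fold (3.64 to 23.7) higher. Irf7 alone of 27 interferon genes was 2-fold higher (4.45-fold, 4.28 to 4.63; median 0.38), and no cytokine of 16 was called (median 0.33, or 0.09 with genes at 0 counts at their bound). Among transcripts of reported FBXW7 substrates, Aurka alone of 21 was called (2.07-fold lower, 1.84 to 2.33), and the median of 0.10 became −0.01 under library totals. Of the markers of other cell types, the T cell marker Lck, with 1 count in the library titled WT, was 8.77-fold (1.27 to 377) higher. Polycomb and SCF genes held no call (medians −0.07 and −0.01). In all, 639 genes were called, 389 higher and 250 lower; under library totals, which shifted the median of all genes by −0.11, 48.4% were higher against 60.9%.

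After LPS, 4 of 7 chemokine receptors and 7 of 16 cytokines and mediators were lower and 11 of 20 cell cycle genes higher in the library titled KO. The titles of this pair are in doubt, because its lysozyme genes had directions opposite to those of the untreated pair. Inhba was 14.8-fold (11.7 to 19.0) lower in the library titled KO, Flrt3, a cell adhesion protein gene, 14.8-fold (10.99 to 20.4), and Ly6a, the stem cell antigen 1 gene, 12.7-fold (11.9 to 13.6). Ccr2 was 10.4-fold (6.39 to 17.9) lower, Zfp462 10.0-fold (6.85 to 15.2), Best1 9.23-fold (5.81 to 15.4), Hmga2 9.20-fold (5.86 to 15.2) and Itgb7 9.02-fold (5.96 to 14.2). Nptx1, with 2 counts in the library titled KO, was 13.8-fold (3.49 to 119) lower, Ctsk 8.30-fold (6.40 to 10.9) and Cxcl1 8.06-fold (6.80 to 9.61). Hpgd was 8.84-fold (5.66 to 14.4) higher in the library titled KO, Itgax 7.09-fold (4.98 to 10.4), Coro2b 7.08-fold (4.35 to 12.1), Marco 6.37-fold (6.13 to 6.61), Avil (advillin) 6.49-fold (4.63 to 9.30) and Adam23 6.33-fold (5.22 to 7.74). Higher levels were also found for Nrxn2 (6.25-fold, 4.40 to 9.11), Cxcl9 (4.68-fold, 4.37 to 5.02), Enpp2, the autotaxin gene (4.72-fold, 3.85 to 5.81), Calb2 (4.67-fold, 4.26 to 5.12), Cd209f (4.36-fold, 3.5 to 5.47) and Serpina3g (4.31-fold, 3.79 to 4.92). Ccl2 and Ccl7 were 1.40-fold (1.35 to 1.45) and 2.02-fold (1.956 to 2.08) lower in the library titled KO. In FPKM with a pseudocount of 1, Coro2b (log2 ratio 0.99), Nrxn2 (0.79), Nptx1 (−0.37) and Ccl7 (−0.98) were under 2-fold, and Ccl7 also under DESeq2 size factors (−0.98) and library totals (−0.98).

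The 7 chemokine receptors held 4 genes lower and 0 higher after LPS (median log2 ratio −2.37, percentile 0), with Ccr3 at 5.22-fold (4.23 to 6.49). Of 16 cytokines and mediators 7 were lower in the library titled KO and 0 higher (median −0.48), including Csf3 at 15.9-fold (7.86 to 37.7), Il1b at 4.37-fold (4.22 to 4.54) and the prostaglandin synthesis genes Ptges and Ptgs2 at 4.94-fold (4.29 to 5.71) and 4.26-fold (3.98 to 4.56). Cell cycle genes had 11 of 20 higher and 0 lower (median 1.25, percentile 100), with Ccnb1 at 3.44-fold (2.88 to 4.13). NRF2 target genes had a median of 0.71 (percentile 100), with Gclm at 2.45-fold (2.23 to 2.68). Sterol and fatty acid synthesis genes had 5 of 17 lower (median −0.46), CC chemokines 3 of 9 (median −0.48) and NF-κB genes 4 of 23 (median −0.19), including Il10 at 2.94-fold (2.48 to 3.49). CXC chemokines had 2 higher and 3 lower of 10 (median −0.11), with Cxcl2 at 3.59-fold (3.31 to 3.90) lower. No interferon gene of 27 was called (median 0.18), nor any Polycomb, SCF or inflammasome gene (medians −0.18, 0.08 and −0.32). Transcripts of reported FBXW7 substrates had Ccne2 (2.04-fold, 1.51 to 2.78) and Aurka (2.02-fold, 1.56 to 2.63) higher and a median of −0.27. Among markers of other cell types, the neutrophil marker S100a8 was 3.53-fold (2.53 to 5.02) lower and the B cell marker Cd79b 2.81-fold (2.35 to 3.38) higher in the library titled KO. In all, 1014 genes were called, 421 higher and 593 lower.

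**Figure D3:**
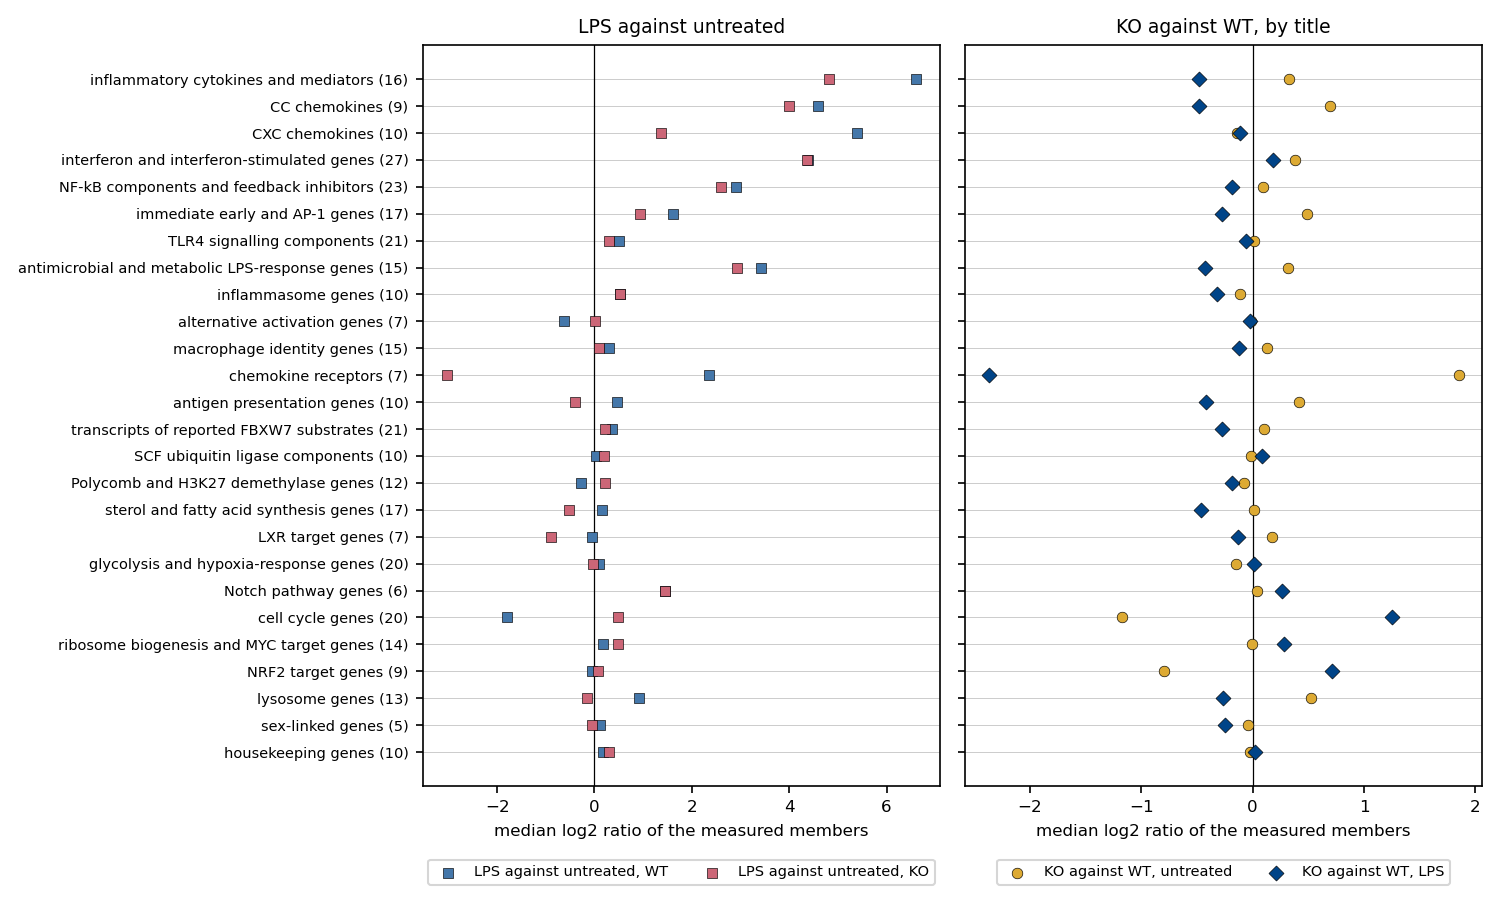
Median log2 ratio of the measured members of each of 26 gene lists (number in parentheses), for LPS against untreated in each titled genotype (left) and for KO against WT by title in each treatment (right). Interferon genes have nearly equal LPS medians (4.38 and 4.37), while chemokine receptors (1.85 and −2.37) and cell cycle genes (−1.17 and 1.25) lie on opposite sides of 0 in the panel of KO against WT. Under library totals the signs of 11 medians in WT, 8 in KO, 5 untreated and 1 after LPS change.

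Set side by side, the differences between titles in the treatments, which share no library, were mostly opposite. Of 374 genes called in both treatments, 368 had opposite directions: 221 were higher untreated and lower after LPS, and 147 the reverse, against 18.7 and 8.54 for independent lists of those sizes. Only 2 genes were higher in both and 4 lower in both, against 13.29 and 12.03. Across 12326 genes the log2 ratios had Pearson r = −0.607 and Spearman rho = −0.532, and 69.2% of genes had opposite signs; genes are not independent replicates. Among the 1986 genes with a mean of at least 100 CPM, a limit chosen after the data were seen, r was −0.735.

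**Figure D4:**
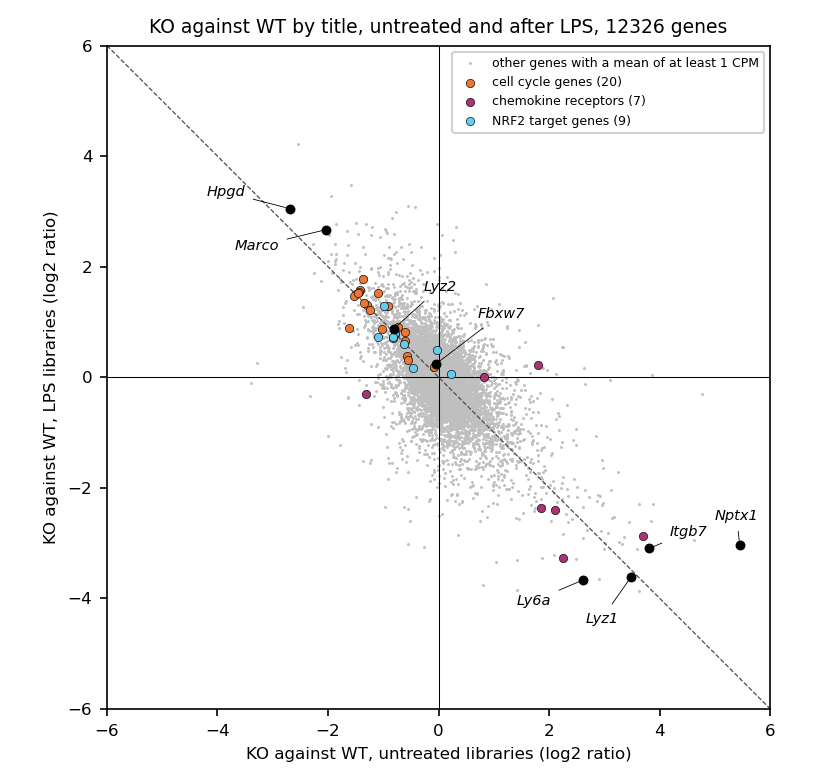
Log2 ratio of the library titled KO against the library titled WT, untreated (horizontal axis) and after LPS (vertical axis), 1 point per gene for 12326 genes; the dashed line marks equal and opposite ratios. The cloud runs from upper left to lower right (r = −0.607), with cell cycle genes at upper left, 4 chemokine receptors at lower right, Hpgd and Marco at the upper left end and Nptx1, Itgb7 and Lyz1 at the lower right end, while Fbxw7 lies near the centre.

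A difference between titles common to both treatments was tested in all 4 libraries, and no gene passed. By edgeR's quasi-likelihood test 0 of 13989 genes had an adjusted p under 0.05, with 39 at an unadjusted p under 0.05. DESeq2's Wald test and limma-voom also called 0 genes, with 30 and 62 at an unadjusted p under 0.05, and without the expression filter edgeR called 2. These unadjusted counts were far below what chance alone would give at that limit. The model's spread holds the opposite differences of the 2 treatments (r = −0.607 over 12326 genes), so a gene could hardly pass. The result therefore does not show that a common difference is absent. Among higher genes the smallest unadjusted p values in edgeR were those of Spsb1, a SOCS-box protein gene (1.09 ± 0.24 log2 units, SE), Lpar6 (0.78 ± 0.21), Arhgap28 (1.06 ± 0.30), Tram2 (0.63 ± 0.20) and Enc1 (0.56 ± 0.20). Next came Trim8 (0.53 ± 0.21), Cxcr4 (1.05 ± 0.41), Fam102a (0.64 ± 0.26), Itga9 (0.48 ± 0.20) and Homer1 (0.50 ± 0.21). Among lower genes they were those of Sumo2 (−1.20 ± 0.28), the anti-inflammatory cytokine gene Il10 (−1.23 ± 0.32), Ptpre (−0.78 ± 0.21), Dynlt1c (−1.01 ± 0.29) and Hlx (−0.72 ± 0.21), then the Notch ligand gene Jag1 (−1.09 ± 0.33), Itgb8 (−1.18 ± 0.36), Sema4c (−0.61 ± 0.21) and the endothelin gene Edn1 (−1.35 ± 0.49). Each had adjusted p = 1 in edgeR. No member of any list passed over all genes or adjusted over the list alone. In limma's camera test at its preset correlation, interferon genes were shifted up (adjusted p = 1.02e-06) and sterol and fatty acid synthesis genes down (adjusted p = 0.00198), with inflammasome genes, cytokines and neutrophil markers also down (adjusted p = 0.0417, 0.0466 and 0.0466). For each of these 5 lists the adjusted p = 0.961 with an estimated correlation, again on 1 degree of freedom. Median and camera direction differed in sign for chemokine receptors, cell cycle genes, NRF2 target genes and housekeeping genes, none of them past 0.05. On simulated counts with a biological coefficient of variation of 0.2, this model recovered 35.4% of 2-fold and 94.2% of 4-fold genotype effects, and the fitted value here was higher, 0.305. The simulation changed 200 genes and did not model opposite differences between treatments, so these percentages do not describe the power of this comparison.

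The difference of the LPS response between the titles, KO minus WT, was a value with no test, because 4 libraries leave no residual degree of freedom. Cell cycle genes had a higher response in the libraries titled KO, 17 of 20 with a median difference of 2.49 log2 units, as did 6 of 9 NRF2 target genes (median 1.54). A lower response was found for 5 of 7 chemokine receptors (median −4.21), 7 of 13 lysosome genes (median −1.01), 7 of 16 cytokines (median −0.95) and 6 of 9 CC chemokines (median −1.09). Of 27 interferon genes 4 had a lower response and 0 a higher one (median −0.28, percentile 3.49). The highest differences were those of Hpgd (5.75 ± 0.37 log2 units, counting SE), Marco (4.71 ± 0.04), Itgax (4.64 ± 0.37), Adam23 (4.30 ± 0.17) and Serpina3g (4.09 ± 0.65). Nrxn2 (4.05 ± 0.32), Cd209f (3.99 ± 0.24), Coro2b (3.92 ± 0.39), Ptgs1 (3.87 ± 0.33), Calb2 (3.87 ± 0.10) and Asb2 (3.66 ± 0.17) followed. Cxcl9 was also selected at the prior count of 2, but it had 0 counts in 1 library, so its rank is not determined. With a prior count of 10 its difference was 2.87. The lowest were those of Nptx1 (−8.47 ± 0.91), Dio2 (−7.57 ± 0.44), Inhba (−7.47 ± 0.68), Lyz1 (−7.09 ± 0.29), Itgb7 (−6.90 ± 0.37) and Hmga2 (−6.70 ± 0.41), of which Nptx1 and Inhba rest on 2 and 3 counts in 1 library. Ccr1 (−6.56 ± 0.33), Ctsk (−6.34 ± 0.25), Ly6a (−6.28 ± 0.06), Plac8 (−6.25 ± 0.26), Pdpn (−6.23 ± 0.13) and Ms4a4c (−6.16 ± 0.12) followed. In all, 2229 genes were called, 956 with a higher and 1273 with a lower response in the libraries titled KO. Under library totals, which shifted the median by 0.14, 53.5% were higher against 42.9%.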

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

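The test of shared reads between lysozyme genes and the slope set beside a genotype effect reversed by LPS were chosen only after the results were seen, and the genome-wide correlation was known when the other tests of opposite ratios were written. The results below were listed because KO against WT ratios, by title, had opposite signs in the 2 treatments; with 1 library per group the difference between treatments was not tested. The limit of 0.5 for list medians and the rule for single genes were set after the values had been seen.

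In all, 368 genes were at least 2-fold different between the titled libraries in both treatments, in opposite directions. Median log2 ratios of KO against WT were 1.85 untreated and −2.37 after LPS for chemokine receptors, −1.17 and 1.25 for cell cycle genes, and −0.80 and 0.71 for NRF2 target genes. Lyz2 had log2 ratios of −0.81 untreated and 0.88 after LPS, and Lyz1 of 3.48 and −3.61. Ccl2 had 0.61 and −0.48, and Ccl7 1.80 and −1.01. Genes higher untreated and lower after LPS were Itgb7 (3.80 and −3.10), Hmga2 (3.59 and −3.11) and Ctsk (3.32 and −3.02). Genes lower untreated and higher after LPS were Hpgd (−2.70 and 3.05), Marco (−2.04 and 2.67), Serpina3g (−1.99 and 2.10), Cd209f (−1.88 and 2.11) and Itgax (−1.86 and 2.77).

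Lyz2 was lower and Lyz1 higher in the untreated library titled KO and in the LPS library titled WT. LysM-cre is inserted at Lyz2, so an exchange of the genotype labels of the 2 LPS libraries might explain this, and it would also turn genotype differences opposite between treatments across genes. The correlation of KO against WT ratios between treatments was r = −0.681 over 8383 genes. These had a mean of at least 10 CPM, and Lyz1 and Lyz2 were left out. Exchanged labels predict a negative r, but so does a real reversal, and a negative r was already known. The value therefore does not separate these explanations, and genes are not independent replicates. Reads shared between the paralogs would keep the ratio of Lyz1 to Lyz2 steady, but its highest value was 26.2 times its lowest, so shared reads alone do not account for it. Which pair would be exchanged rests on the lysozyme genes alone, and in this design an exchange of both LPS titles would swap the genotype effect with the difference of responses, apart from sign and a factor of 2, while each LPS response within a title would mix genotype with LPS.

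Opposite ratios across genes could also come from other sources. Partial LPS-like activation of 1 library of each treatment would scale with the LPS response. It predicts a weaker correlation where the mean LPS log2 ratio over both titles is under 0.25 in size. Among genes with a mean of at least 10 CPM, r was −0.754 over 2374 such genes, against −0.681 over the 8383 genes. Some of the 2374, as Ctsk, had large responses of opposite sign that cancel in that mean. Bias by gene length or expression level predicts that r shrinks after both are regressed out, but it was −0.692 over 8383 genes. A genotype effect that LPS reverses allows any negative slope, so the major axis slope of −1.20 tested nothing, and that explanation stays open beside exchanged labels. A culture or batch difference that pairs the untreated library titled WT with the LPS library titled KO might give the same pattern and was not testable with 1 library per group.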

How the results depend on the processing

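No paired analysis was possible because each group held 1 library and the labels record no pairing, and leaving out a library could not be run. Of 65 alternatives for the comparison results, 37 left the value the same and 28 moved it. Most are counts of calls, which have no direction to reverse and were labelled the same when they changed by less than a factor of 1.5. That label therefore covers large changes, such as 3747 to 5288 calls for LPS in WT under library totals. The balance of higher and lower calls did turn, under library totals to 1172 higher and 4116 lower for LPS in WT (from 1900 and 1847), 324 and 345 for KO untreated (from 389 and 250) and 1203 and 1046 for the difference of responses (from 956 and 1273). For LPS in WT it also turned at 1.5-fold (2855 and 3120) and without the filter (2515 and 2596). For LPS in KO (1798 and 2194) it turned with DESeq2 size factors (1984 and 1968), at a mean of 10 CPM (1244 and 923), at 4-fold (773 and 606) and in FPKM (1499 and 829). For single genes and list medians, 567 of 760 alternatives left the value the same, 193 moved it and 0 turned the direction of a called value. A value labelled the same could still lose its call, as that of Cxcl9 for KO untreated did with a prior count of 10 (−0.65, from −1.94). List medians carry no call, and their sign changes are given below. The 3 added alternatives of the correlation of KO against WT ratios were chosen after seeing the data, and a change over 0.1 was called moved.

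The number of genes called in the order LPS in WT, LPS in KO, KO untreated, KO after LPS and difference of responses was 3747, 3992, 639, 1014 and 2229. It was 2110, 2167, 288, 400 and 1077 at a mean of 10 CPM, 5975, 6508, 1719, 2321 and 4117 at 1.5-fold, 1415, 1379, 94, 166 and 703 at 4-fold, where fewer genes are tested or the limit itself differs, and 2299, 2328, 279, 433 and 1222 with FPKM, where the cause was not tested. Without the filter, KO untreated gave 1157 calls among more genes. In edgeR without its filter the genotype effect gave 2 genes and the LPS effect 3797, and the cause was not tested; at an adjusted p of 0.01 the LPS effect gave 453. The correlation of −0.607 was −0.684 at a mean of 10 CPM and −0.735 at a mean of 100 CPM. It was −0.754 at a mean of 10 CPM among genes whose mean LPS log2 ratio over both titles was under 0.25 in size. Lyz2 ratios in FPKM were −0.83 untreated and 0.91 after LPS, the same as with DESeq2 size factors, to which the FPKM library sizes are proportional. Library totals changed the sign of 11, 8, 5 and 1 of 26 list medians in the first 4 comparisons, and DESeq2 size factors of 0, 2, 2 and 1.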

Other observations

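The single genes of this paragraph were picked after their values were seen. Hilpda, a lipid droplet protein gene, was 8.86-fold (7.33 to 10.8) higher untreated and 4.11-fold (3.48 to 4.89) lower after LPS in the library titled KO. Saa3, an acute-phase gene, was 6.25-fold (6.08 to 6.43) higher untreated and 4.11-fold (4.04 to 4.20) lower after LPS.

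Female-specific and male-specific transcripts were present in every library. Xist, transcribed from the inactive X chromosome, had 6872, 7464, 7192 and 5758 counts in the libraries titled WT, KO, WT with LPS and KO with LPS. The Y-linked gene Ddx3y had 683, 834, 577 and 504 counts in the same order.

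Values in the authors' deposited table were read beside the size rule. At an adjusted p under 0.05, the authors' deposited table called 3688 genes for LPS in WT (2010 higher, 1678 lower) and 3942 for LPS in KO (1857 higher, 2085 lower), and 3107 and 3291 of them also passed the size rule in the same direction. For KO against WT the authors' deposited table called 172 genes untreated (136 higher, 36 lower; 154 shared) and 302 after LPS (120 higher, 182 lower; 281 shared). In the authors' deposited table Lyz1 had log2 folds of 3.52 (adjusted p = 4.41e-10) untreated and −3.63 (adjusted p = 9.12e-10) after LPS. Ccl7 had 1.82 (adjusted p = 0.0117) and −0.99 (adjusted p = 0.357) in the authors' deposited table, and Fbxw7 −0.05 and 0.26, each with an adjusted p of 1.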
